# Identification of Non-Coding RNAs Associated with Telomeres Using a Combination of enChIP and RNA Sequencing

**DOI:** 10.1371/journal.pone.0123387

**Published:** 2015-04-13

**Authors:** Toshitsugu Fujita, Miyuki Yuno, Daisuke Okuzaki, Rieko Ohki, Hodaka Fujii

## Abstract

Accumulating evidence suggests that RNAs interacting with genomic regions play important roles in the regulation of genome functions, including X chromosome inactivation and gene expression. However, to our knowledge, no non-biased methods of identifying RNAs that interact with a specific genomic region have been reported. Here, we used enChIP-RNA-Seq, a combination of engineered DNA-binding molecule-mediated chromatin immunoprecipitation (enChIP) and RNA sequencing (RNA-Seq), to perform a non-biased search for RNAs interacting with telomeres. In enChIP-RNA-Seq, the target genomic regions are captured using an engineered DNA-binding molecule such as a transcription activator-like protein. Subsequently, RNAs that interact with the target genomic regions are purified and sequenced. The RNAs detected by enChIP-RNA-Seq contained known telomere-binding RNAs, including the telomerase RNA component (*Terc*), the RNA component of mitochondrial RNA processing endoribonuclease (*Rmrp*), and Cajal body-specific RNAs. In addition, a number of novel telomere-binding non-coding RNAs were also identified. Binding of two candidate non-coding RNAs to telomeres was confirmed by immunofluorescence microscopy and RNA fluorescence *in situ* hybridization (RNA-FISH) analyses. The novel telomere-binding non-coding RNAs identified here may play important roles in telomere functions. To our knowledge, this study is the first non-biased identification of RNAs associated with specific genomic regions. The results presented here suggest that enChIP-RNA-Seq analyses are useful for the identification of RNAs interacting with specific genomic regions, and may help to contribute to current understanding of the regulation of genome functions.

## Introduction

Accumulating evidence suggests that RNAs interact with genomic regions to regulate their functions [1]. The regulation of genome functions by interacting RNAs occurs during X chromosome inactivation [2, 3], genomic imprinting [3], transcriptional regulation [4], and other processes. The interaction of a specific RNA with genomic regions can be detected by several techniques, such as fluorescent *in situ* hybridization (FISH) [5] and oligonucleotide-mediated affinity purification [6–9]. These methods can be used if information on the candidate RNAs is available; however, they are not suitable for non-biased searches for RNAs that interact with specific genomic regions.

Recently, we developed two locus-specific chromatin immunoprecipitation (locus-specific ChIP) technologies, namely insertional ChIP (iChIP) [10–15] and engineered DNA-binding molecule-mediated ChIP (enChIP) [16–18]. These locus-specific ChIP technologies enable the purification of specific genomic regions while retaining molecular interactions, and the combination of iChIP or enChIP with mass spectrometry can identify proteins that interact with specific genomic regions [11, 15–18]. We also showed that the combination of iChIP or enChIP with RT-PCR can detect RNA species that interact with the chicken β-globin HS4 element [11], telomeres [17], and the chicken *Pax5* locus [14].

Telomeres are specialized chromatin structures that protect the ends of chromosomes from being recognized as broken DNA [19]. Telomeres consist of a 5–15 kb tandem repetitive array of T_2_AG_3_ sequences (telomeric repeats) and interacting RNAs and proteins, which form a large DNA-RNA-protein complex. Telomeric repeats are maintained by the action of telomerase, which comprises a protein component named telomerase reverse transcriptase (TERT), and an RNA component named *Terc* [20, 21]. In addition to *Terc*, other RNAs also interact with the telomerase complex via a direct interaction with TERT or an indirect interaction with other telomerase-associated proteins [22, 23]. Although extensive analyses have been performed to identify RNAs associated with telomeres, current knowledge of telomere-associated non-coding RNAs is far from complete.

Here, We Combined Enchip With Rna Sequencing (Rna-Seq), Hereafter Referred To As Enchip-Rna-Seq, To Perform A Non-Biased Investigation Of Non-Coding Rnas That Interact With Telomeres. Using This Method, Both Known And Novel Telomere-Interacting Rnas Were Identified. We Propose That Enchip-Rna-Seq Is A Useful Tool For Analyzing The Effects Of Specific Rnas On Genome Functions.

## Results and Discussion

### Identification of RNA species associated with telomeres by enChIP-RNA-Seq

We recently reported the isolation of telomeres by enChIP using a transcription activator-like (TAL) protein that recognizes telomeres (Tel-TAL) [17]. In this previous study, Tel-TAL fused with a 3xFLAG-tag and nuclear localization signal (NLS), hereafter referred as 3xFN-Tel-TAL, was expressed in the Ba/F3 mouse hematopoietic cell line [24], which expresses functional telomerase [25]. The cells were treated with formaldehyde and the crosslinked chromatin was fragmented by sonication. Next, chromatin complexes bound to 3xFN-Tel-TAL were immunoprecipitated with an anti-FLAG antibody (Ab), and telomere-binding proteins and *Terc* were identified by mass spectrometry and RT-PCR analyses, respectively [17].

Here, we used enChIP-RNA-Seq to identify telomere-associated RNAs in a non-biased manner (Fig 1). 

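Ba/F3 is a mouse hematopoietic cell line. Its chromatin was crosslinked with 1% formaldehyde for 5 min at 37°C, sonicated and immunoprecipitated with an anti-FLAG antibody, and the RNA that came down with it was treated with DNase I and sequenced. The data are 2 libraries. The library of cells expressing 3xFN-Tel-TAL, a tagged TAL protein that recognizes telomeric repeats, is compared with the library of cells expressing 3xFNLDD, a tagged LexA protein that serves as negative control. The paper gives 194.1 ng of purified RNA for 3xFNLDD and 160.5 ng for 3xFN-Tel-TAL, whereas the sample labels give 60 ng of RNA as the input of each library. The authors counted reads per Ensembl mouse transcript and also gave each count as RPM, the count scaled to the library's total. The total was 7206183 reads for 3xFNLDD and 9774844 reads for 3xFN-Tel-TAL. Both libraries list the same transcripts, of which 39739 had reads in 3xFNLDD and 40068 in 3xFN-Tel-TAL. The median transcript had 4 reads in each library, so most transcripts are too shallow for a ratio to be resolved. At these depths 3 reads correspond to 0.416 RPM in 3xFNLDD and 0.307 RPM in 3xFN-Tel-TAL.

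For each RNA, the log2 ratio of RPM in 3xFN-Tel-TAL to RPM in 3xFNLDD was computed without a pseudocount. Its 95% interval is the exact Clopper-Pearson interval of the share of the RNA's reads that fell in the 3xFN-Tel-TAL library, scaled by the library totals. With 1 library per condition there is no replicate check on any difference, and the intervals compare these libraries, not the conditions. They cover counting error only, because PCR reads without molecular identifiers are not independent molecules. Reads were concentrated in few RNAs, since 11 RNAs with more than 1% of either library held 84.8% of the 3xFNLDD reads and 81.1% of the 3xFN-Tel-TAL reads. The ratios depend on whether these RNAs enter the totals. Leaving them out of the totals shifted every log2 ratio by -0.32, and scaling by edgeR's trimmed mean of M values (TMM) shifted it by -0.37. Positions are those of the GENCODE M1 annotation on NCBIM37, which holds 45887 of the listed transcripts.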

The RNAs were isolated from Ba/F3 cells expressing 3xFN-Tel-TAL [17] or 3xFLAG-tag-fused LexA (3xFNLDD) as a negative control [17]. We showed previously that 3xFN-Tel-TAL binds specifically to telomeres and enrichment of irrelevant genomic regions is marginal when enChIP is performed using this protein [17]. RNAs that were more abundant in isolates from enChIP from Ba/F3 expressing 3xFN-Tel-TAL than those from Ba/F3 expressing 3xFNLDD were considered as potential telomere-binding RNAs. 

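Of the 3467 RNAs with at least 100 reads in the 3xFN-Tel-TAL library, 1681 had an RPM ratio above 1.4. Protein-coding genes accounted for 1526 of these 1681 RNAs. Counted by gene type, 122 were non-coding RNAs, where RNAs outside the annotation were taken as non-coding if S1 Table lists them. In the other direction, 219 of the 1535 RNAs with at least 100 reads in the 3xFNLDD library had a ratio below 1/1.4. The count of non-coding RNAs was 56 with TMM scaling, and among the alternatives set before the data were examined it lay between 41 with a ratio threshold of 2 and 199 with at least 50 reads.

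Among the 2473 RNAs with at least 200 reads in both libraries together, the median log2 ratio was 0.37, and 980 RNAs were above 1.4-fold. The median was 0.40 for the 2100 RNAs of protein-coding genes, 1.28 for the 18 snoRNAs and 0.17 for the 154 RNAs of other non-coding genes. The snoRNA class follows the annotated transcript type, which includes the small Cajal body-specific RNAs (scaRNAs). It therefore shares members with the scaRNA family described below. All 18 snoRNAs had a log2 ratio above 0, and 16 of them were above 1.4-fold, compared with 880 of the 2100 RNAs of protein-coding genes and 36 of the 154 RNAs of other non-coding genes. With TMM scaling, the median was 0.032 for RNAs of protein-coding genes, 0.91 for snoRNAs and -0.20 for RNAs of other non-coding genes, so the direction for the last class depends on the scaling. By library totals, the 5 highest log2 ratios among the 2473 RNAs were Chd7 (4.45), Mink1 (3.74), Casp2 (2.55), Scarna6 (2.52) and Zwint (2.47). The 5 lowest were Tubg1 (-2.19), Ces5a (-1.89), Pik3r5 (-1.75), Sh3pxd2b (-1.75) and AC131780.1 (-1.73).

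**Figure D1:**
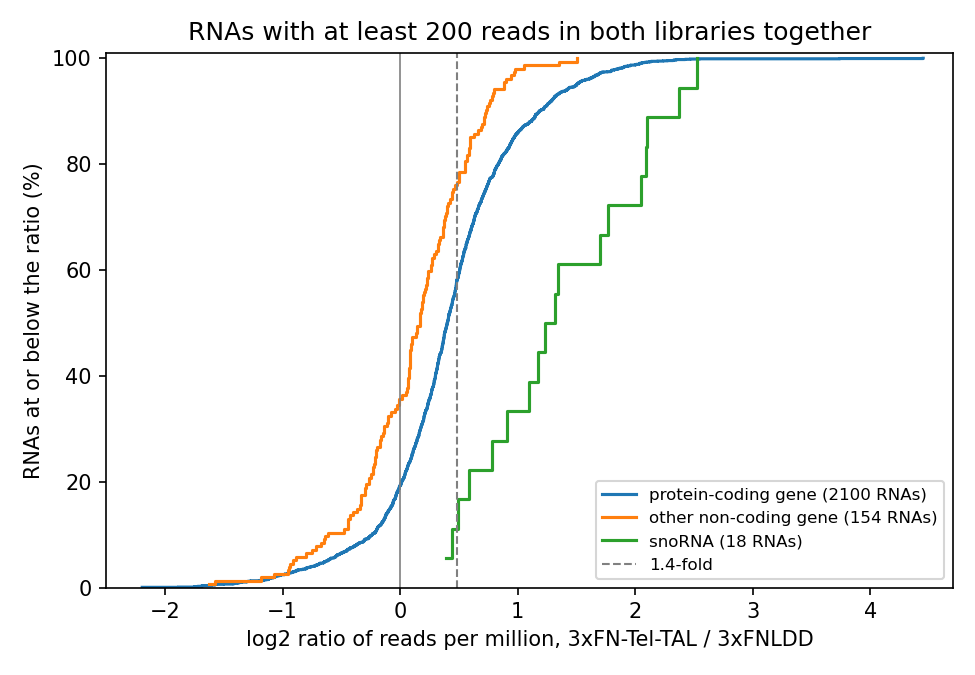
Cumulative distribution of the log2 ratio of RPM (horizontal axis, 3xFN-Tel-TAL over 3xFNLDD, library totals) for RNAs with at least 200 reads in both libraries together, with the percentage of RNAs at or below each ratio on the vertical axis. The curve of the 18 snoRNAs lies to the right of the curves of the 2100 RNAs of protein-coding genes and the 154 RNAs of other non-coding genes, and the dashed line marks 1.4-fold. The snoRNA class includes scaRNAs.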

The non-coding RNAs that potentially interact with telomeres are shown in Table 1 and S1 Table (S2 Table shows the full list of RNAs including both coding and non-coding RNAs that potentially interact with telomeres). 

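The telomerase RNA Terc (ENSMUST00000082862) had 292 reads (40.5 RPM) in the 3xFNLDD library and 679 reads (69.5 RPM) in the 3xFN-Tel-TAL library, a log2 ratio of 0.78 (95% interval 0.58 to 0.98). With TMM scaling its log2 ratio was 0.41, which is below 1.4-fold. Rmrp (ENSMUST00000157463), a 271-nt RNA on the reverse strand of chromosome 4 from 43505660 to 43505930, was the most deeply read RNA of Table 1. It had 14692 reads in 3xFNLDD and 41257 reads in 3xFN-Tel-TAL, a log2 ratio of 1.05 (95% interval 1.02 to 1.08), and 0.68 with TMM scaling.

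Among the scaRNAs, Scarna6 on chromosome 1 (forward strand, 89681131 to 89681395) had the highest log2 ratio of Table 1, 2.52 (95% interval 2.05 to 3.04), from 40 reads in 3xFNLDD and 312 reads in 3xFN-Tel-TAL. Scarna10 had a log2 ratio of 1.32 (95% interval 0.98 to 1.67) and Scarna13 of 1.24 (95% interval 0.87 to 1.61), so their intervals overlap. Scarna2, with 355 and 724 reads, had a log2 ratio of 0.59 (95% interval 0.40 to 0.78). The lower bound for Scarna2 is below 1.4-fold, and its log2 ratio was 0.22 with TMM scaling. The paper lists these 4 scaRNAs for their ratios, but they are also all the RNAs with a scaRNA symbol and at least 20 reads in both libraries together. Their median log2 ratio was 1.28. It exceeded the medians of 99.6% of 10000 random lists of 4 other RNAs matched on mean expression. TMM scaling lowered the median to 0.91. It cannot change the percentile, because it shifts all RNAs alike. When 9 RNAs were assigned to the family by symbol or annotation, the median was 1.32 and 8 were above 1.4-fold.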

The list contains known telomere-binding RNAs, such as *Terc* [20, 21], the RNA component of mitochondrial RNA processing endoribonuclease (*Rmrp*) [23], and small Cajal body-specific RNAs (scaRNAs) [22]. In addition, based on the number of reads containing (TTAGGG)_4_ or (CCCTAA)_4_ motifs [26], we detected a specific enrichment of telomeric repeat-containing RNAs (TERRAs) [27, 28] in the RNA-Seq data from the 3xFN-Tel-TAL samples (Fig 2).

**Fig 1:**
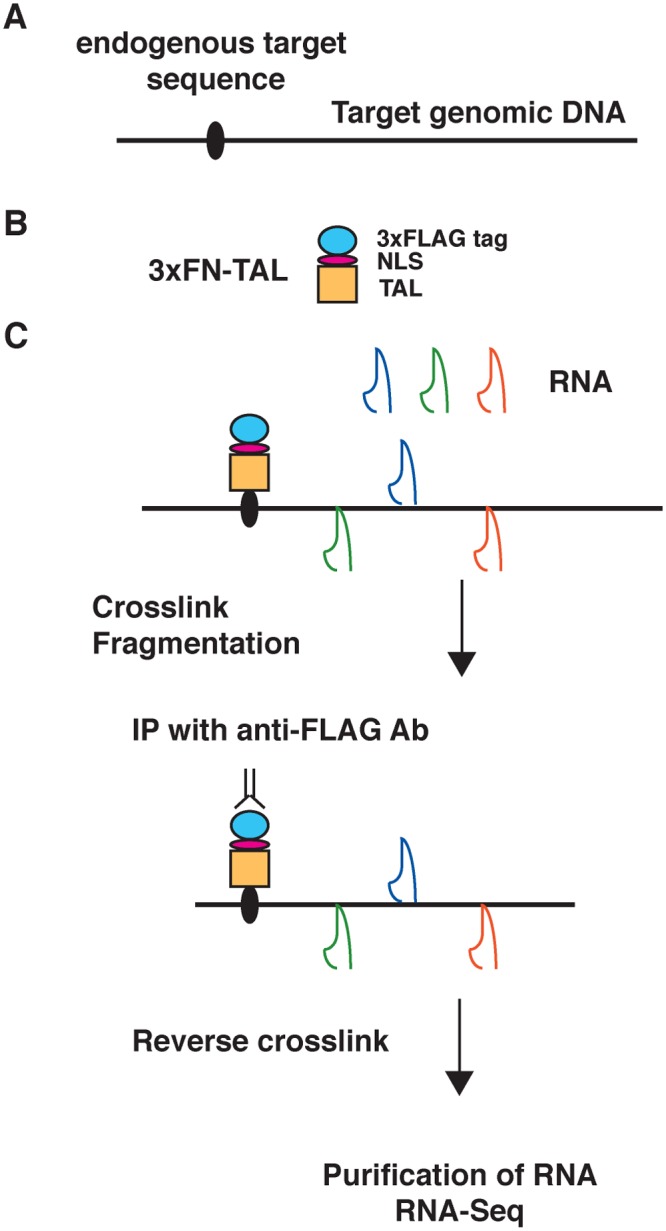
Overview of the enChIP-RNA-Seq analysis. (**A, B**) The enChIP-RNA-Seq system comprises a fusion molecule consisting of a tag(s), a nuclear localization signal (NLS), and an engineered DNA-binding molecule such as a transcription activator-like (TAL) protein, which recognizes endogenous target DNA sequences. The 3xFN-TAL protein comprising a 3xFLAG-tag, an NLS, and a TAL protein recognizing the target sequence is an example of the fusion molecule. (**C**) The 3xFN-TAL protein is expressed in a cell. If necessary, the sample is crosslinked with formaldehyde or another crosslinker, and then the chromatin is fragmented by sonication, enzymatic digestion, or another method. The chromatin complexes are purified by immunoprecipitation with an anti-FLAG Ab. Subsequently, the crosslinking is reversed (if required) and RNAs are purified and subjected to RNA-Seq.

**Fig 2:**
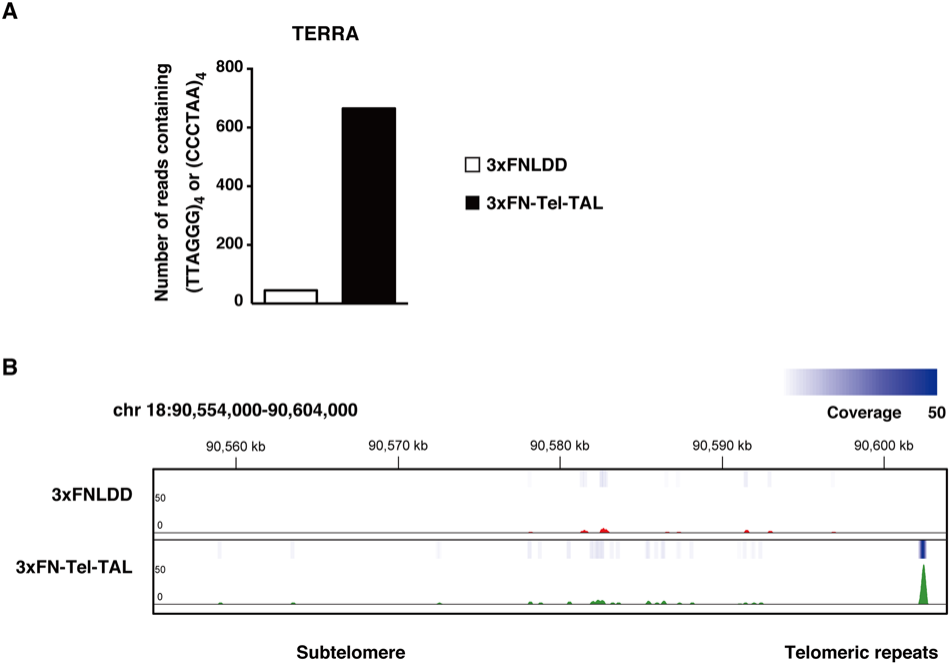
Detection of TERRAs as RNAs associated with telomeres by enChIP-RNA-Seq. (**A**) The numbers of TERRA transcripts in the negative control (3xFNLDD) and 3xFN-Tel-TAL enChIP-RNA-Seq samples. (**B**) Mapping of TERRA transcripts at a telomeric region in chromosome 18.

**Table 1:** Examples of RNAs associated with telomeres identified by enChIP-RNA-Seq.

Categories	RNAs
Telomerase components	*Terc*, *Rmrp*
Telomeric RNAs	TERRAs
scaRNAs	*Scarna6*, *Scarna10*, *Scarna13*, *Scarna2*
H/ACA snoRNAs	*Snora23*, *Snora74a*, *Snora73b*, *Snora73a*
C/D snoRNAs	*Snord17*, *Snord15a*, *Snord118*
lncRNA	*Neat1*

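The annotation places Terc on the reverse strand of chromosome 3 of NCBIM37, from 96218360 to 96218782, as a single exon of 423 nt with a GC content of 67.1%. The stretch CCTAACCCT, complementary to the telomeric repeat, occurs once in this sequence, at positions 28 to 36 from the 5' end. Its surroundings from position 8 to position 56 read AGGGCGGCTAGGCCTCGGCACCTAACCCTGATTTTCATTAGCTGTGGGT.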

As mentioned above, the telomerase holoenzyme consists of TERT, a protein with reverse transcriptase activity, and *Terc*, which serves as a template for the telomere repeats [20] and is a member of the H/ACA family of RNAs [29, 30]. A previous RT-PCR analysis detected *Terc* in telomeres purified by enChIP [17]. *Rmrp* is a non-coding RNA that is found in the nucleolus and mitochondria [31], and is mutated in the inherited pleiotropic syndrome cartilage-hair hypoplasia [32]. TERT and *Rmrp* form a ribonucleoprotein complex that retains RNA-dependent RNA polymerase activity [23]. The scaRNAs, which are also members of the H/ACA RNA family [29, 30], are localized in Cajal bodies and are involved in modifying splicing RNAs. Furthermore, scaRNAs interact with telomere Cajal body protein 1 (TCAB1) at telomeres [22]. TERRAs are UUAGGG repeat-containing RNAs that are transcribed from subtelomeric regions [27] and may play important roles in telomere functions [26–28].

Several members of the H/ACA family of small nucleolar RNAs (snoRNAs) were more abundant in isolates from enChIP from Ba/F3 expressing 3xFN-Tel-TAL than those from Ba/F3 expressing 3xFNLDD (Table 1 and S1 Table). 

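Of the H/ACA snoRNAs in Table 1, Snora23 had 71 reads in 3xFNLDD and 244 reads in 3xFN-Tel-TAL, a log2 ratio of 1.34 (95% interval 0.95 to 1.74). Snora74a had 60 and 183 reads, a log2 ratio of 1.17 (95% interval 0.74 to 1.61). Snora73b, with 488 and 1417 reads, had a log2 ratio of 1.10 (95% interval 0.95 to 1.25), and Snora73a, with 356 and 906 reads, had 0.91 (95% interval 0.73 to 1.09). Snora73a and Snora73b are neighbouring genes on chromosome 4 whose sequences are 98.0% identical over 98.5% of their length. Reads could have been split between them, so their separate ratios are uncertain.

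The family was not uniform. Of the 14 RNAs with an H/ACA snoRNA symbol and at least 20 reads in both libraries together, 10 had a log2 ratio above 0 and the same 10 were above 1.4-fold. Snora78 (-0.59) and Snora33 (-0.59) had the lowest log2 ratios. The median was 0.84 (95% interval 0.45 to 1.03 from resampled reads), above the medians of 99.4% of 10000 expression-matched lists. These lists had a median of 0.34 and were not matched on length. Lists of other short non-coding RNAs, matched on length to all annotated snoRNAs, had a median of 0.56. Part of the family's excess may therefore go with short length. With TMM scaling the family median was 0.47, below 1.4-fold, and 6 of the 14 RNAs were above 1.4-fold. When 48 RNAs were assigned to the family by symbol or annotation, the median was 0.75, 39 had a log2 ratio above 0 and 33 were above 1.4-fold.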

The functional telomerase complex contains dyskerin, an RNA-binding protein that recognizes the H/ACA sequence motif [33, 34]; therefore, it is likely that these H/ACA snoRNAs are recruited to telomeres through interactions with dyskerin [33, 34].

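All 14 RNAs of Table 1 were above 1.4-fold by the library totals, and for 13 of them the lower bound of the 95% interval was also above 1.4-fold. Scaling by TMM, or by totals without the RNAs above 1% of a library, left 12 of them above 1.4-fold. At a threshold of 2 in place of 1.4, 10 of the 14 remained. The paper took these RNAs from those above 1.4-fold in the same data, so these counts are not an independent check.

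**Figure D2:**
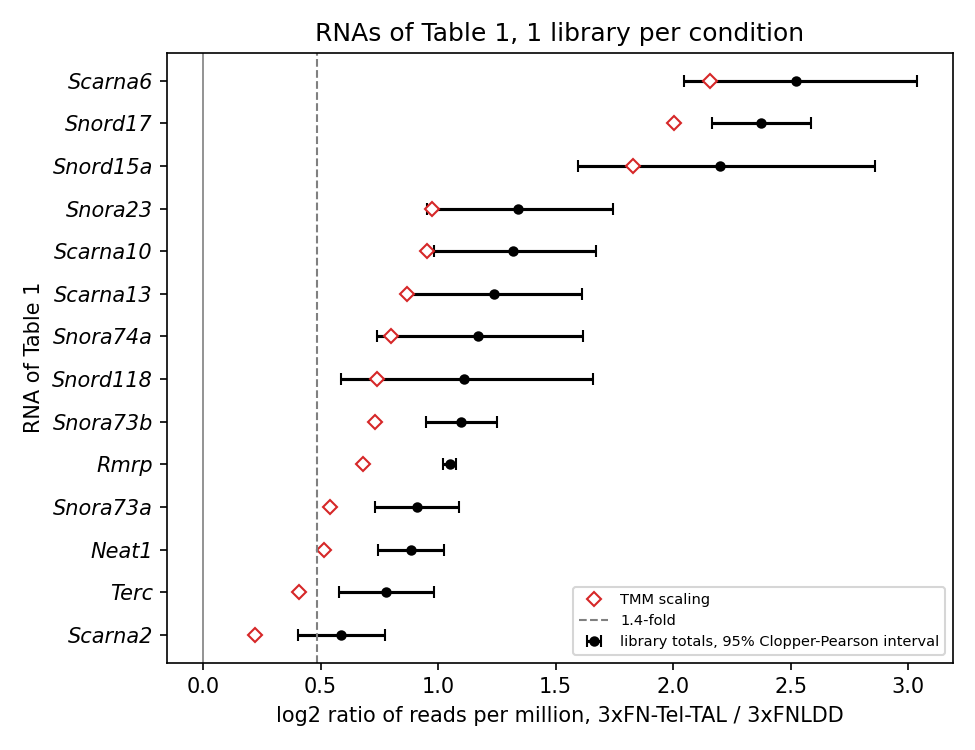
Log2 ratio of RPM in 3xFN-Tel-TAL over 3xFNLDD (horizontal axis) for each RNA of Table 1 (vertical axis), with 1 library per condition. Filled points use the library totals and bars are 95% Clopper-Pearson intervals, open diamonds use TMM scaling, and the dashed line marks 1.4-fold. Scarna6 is highest and Scarna2 lowest, and the diamonds of Terc and Scarna2 lie below 1.4-fold.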

The fact that we detected known telomere-binding RNAs using enChIP-RNA-Seq suggests that it is feasible to use this technology to perform non-biased identification of RNAs interacting with genomic regions of interest *in vivo*. In addition to known telomere-binding RNAs, a number of novel potential telomere-binding RNAs were also identified using enChIP-RNA-Seq, including long non-coding RNAs (lncRNAs) and members of the snoRNA family containing C and D motifs (C/D snoRNAs) (Table 1 and S1 Table). 

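Besides the RNAs of Table 1, the non-coding RNAs with at least 200 reads in both libraries together and the highest log2 ratios included Gm25395, annotated as SCARNA6, at 2.10 and the U3 snoRNAs Rnu3b3 (2.09) and Rnu3a (2.05). Rnu3b3 alone had 12369 reads in 3xFNLDD and 71578 reads in 3xFN-Tel-TAL. Among long non-coding RNAs, C330006A16Rik had a log2 ratio of 1.50 (95% interval 1.08 to 1.95). The paper reasons that RNAs more abundant in the 3xFN-Tel-TAL isolate are potential telomere-binding RNAs. It takes the presence of Terc, Rmrp and scaRNAs among them as a sign that the approach is feasible, and lists the lncRNAs and C/D snoRNAs as further candidates.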

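The read counts per Ensembl transcript cover part of the 10 regions of Table 2, since 5 regions overlap a listed transcript of the annotation and 5 overlap none. Table 2 names Ensembl transcripts for 2 regions. The 3 Bcor transcripts named for the region on chromosome X from 11684505 to 11685304 had 86 reads in 3xFNLDD and 157 reads in 3xFN-Tel-TAL together, a log2 ratio of 0.43 (95% interval 0.040 to 0.83). Bcor is annotated on the reverse strand and the region on the forward strand. Transcript ENSMUST00000035346, named for the region on chromosome 2 from 153325671 to 153352170, had 109 and 206 reads, a log2 ratio of 0.48 (95% interval 0.14 to 0.83). With TMM scaling the log2 ratios were 0.060 and 0.11. These counts are of annotated transcripts, which extend beyond the regions. The counts in S3 Table are of reads in the whole region with padding, a step the transcript counts do not include. In the region on chromosome X from 18734107 to 18744367, the overlapping transcripts of Gm14636 had 27 and 103 reads, a log2 ratio of 1.49 (95% interval 0.87 to 2.16). The transcripts that overlap the region on chromosome 6 from 31233513 to 31241062 had 6 reads in each library, a log2 ratio of -0.44 (95% interval -2.34 to 1.46). Those that overlap the region on chromosome 6 from 83368262 to 83407280 had 388 and 715 reads, a log2 ratio of 0.44 (95% interval 0.26 to 0.62). Most of these reads were on 2 transcripts of the protein-coding gene Tet3 that extend beyond the region, with 201 and 379 reads and 149 and 250 reads. The long non-coding RNA B230319C09Rik had 1 transcript with 34 and 63 reads (0.45) and 1 with 4 and 23 reads (2.08, 95% interval 0.53 to 4.08).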

To identify a new functional class of lncRNAs that are enriched in telomeres, we re-analyzed the assembly and quantification of the RNA-Seq data (Table 2 and S3 Table). Overall, the non-coding RNAs identified using enChIP-RNA-Seq might play important roles in telomere biology.

**Table 2:** Telomere-enriched lncRNAs detected by enChIP-RNA-Seq.

Chromosomal location (mm9)	Strand	Length (base)	Covered probe (ID)	Ensembl /NONCODEv3 ID	NONCODEv4 ID	Log2 ratio (telomere / negative control)
chr16:4871450–4874336	Reverse	2,887	A_30_P01027969, A_30_P01023954, A_30_P01020286	n278024, n285321, n288599	NONMMUT030614, NONMMUT030615	3.084
chr2:156213799–156216885	Reverse	3,087	A_30_P01019211, A_30_P01022011, A_30_P01026195	n414189, n263684	NONMMUT040754	2.477
chr18:13114368–13118513	Forward	4,146	A_30_P01017429, A_30_P01031244, A_30_P01017747	N.A.	N.A.	2.430
chrX:90997596–91009570	N.D.	11,975	A_30_P01022594, A_30_P01028927, A_30_P01027891, A_30_P01021513, A_30_P01032697, A_30_P01025876, A_30_P01022054, A_30_P01029616, A_30_P01031912, A_30_P01028449, A_30_P01031411, A_30_P01027235, A_30_P01018764, A_30_P01024096, A_30_P01018317, A_30_P01029941, A_30_P01032299, A_30_P01032782, A_30_P01020940	N.A.	NONMMUT090858	2.283
chrX:91000652–91005855	Reverse	5,204	A_30_P01033041, A_30_P01020922	N.A.	NONMMUT090858	2.145
chrX:11684505–11685304	Forward	800	A_30_P01020753, A_30_P01022354, A_30_P01031956	ENSMUST00000043441, ENSMUST00000145872, ENSMUST00000123004	N.A.	2.145
chrX:18734107–18744367	Reverse	10,261	A_30_P01020672, A_30_P01027310, A_30_P01027623	n422780	NONMMUT089161, NONMMUT089160	2.101
chr6:31233513–31241062	N.D.	7,550	A_30_P01024814, A_30_P01030148, A_30_P01025627, A_30_P01022038	n413169, n421246, n412834, n295685, n412488, n412294, n412483, n416153, n412534, n413041, n413072, n411907, n416150, n416152, n423751, n416151, n421247, n412736, n412401	NONMMUT069481	2.020
chr2:153325671–153352170	N.D.	26,500	A_30_P01021821, A_30_P01031381	ENSMUST00000035346	N.A.	1.463
chr6:83368262–83407280	Reverse	39,019	A_30_P01023363, A_30_P01027012, A_30_P01026288, A_30_P01024889, A_30_P01026790, A_30_P01019688, A_30_P01020253, A_30_P01032016, A_30_P01030413, A_30_P01022314	n268007	NONMMUT071136, NONMMUT071138, NONMMUT071139, NONMMUT071141, NONMMUT071140	1.369

N.A., not available. N.D., not determined.

### Confirmation of localization of the candidate RNAs at telomeres by RNA-FISH

To verify association of the candidate RNAs identified using enChIP-RNA-Seq with telomeres, RNA-FISH analyses were performed using the human osteosarcoma U-2 OS cell line. These experiments showed significant co-localization of two candidate RNAs, namely *SNORD17* (snoRNA, C/D box 17) and *NEAT1* (nuclear-enriched abundant transcript 1), with TRF2, a marker protein of telomeres (Fig 3). These results confirmed the localization of the two candidate RNAs with telomeres. It is of note that not all the RNAs' foci are located at telomeres, suggesting that these RNAs may function not only in telomeres but also in other regions in the nucleus.

**Fig 3:**
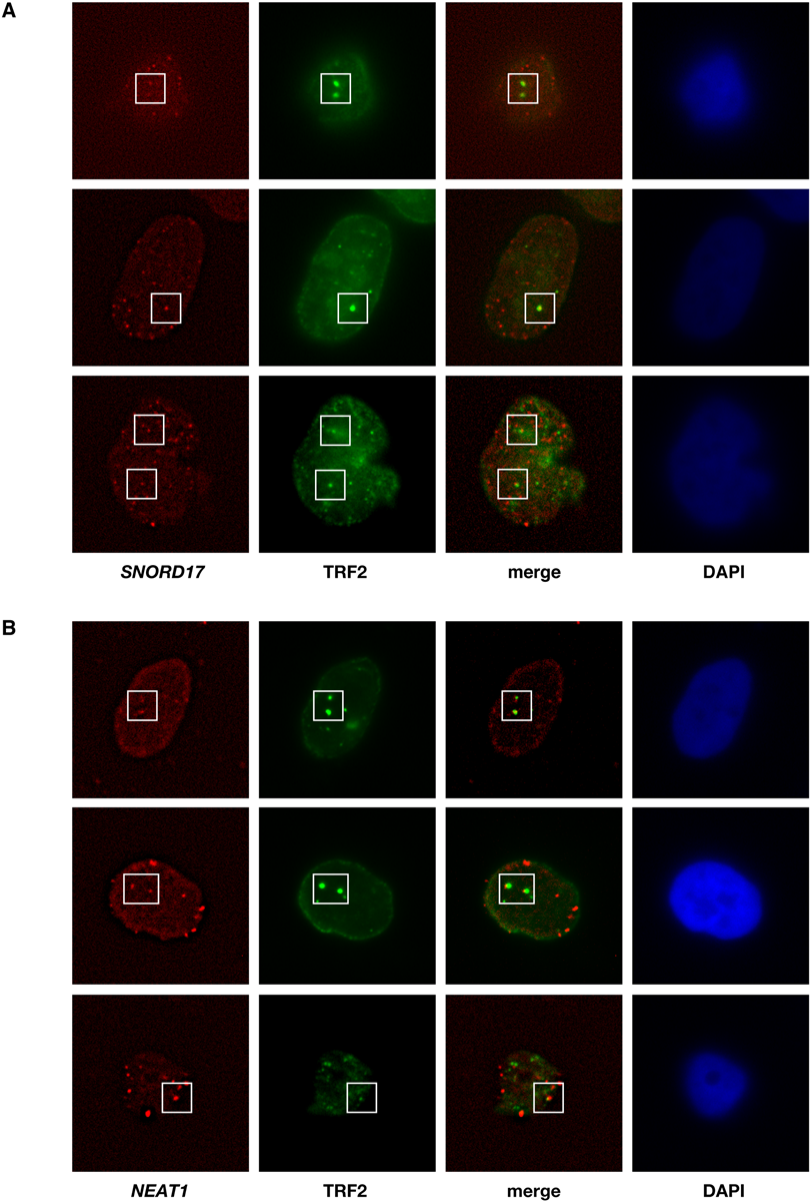
Localization of candidate RNAs at telomeres. Localization of *SNORD17* (**A**) and *NEAT1* (**B**) at telomeres in human U-2 OS cells. Cells were fixed and sequentially incubated with Abs against TRF-2 and AlexaFluor 488-conjugated anti-mouse IgG. Subsequently, the cells were hybridized with the RNA probes and subjected to fluorescence microscopy. Three different cells are shown.

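Snord17 (ENSMUST00000104526) is a 238-nt RNA on the reverse strand of chromosome 2 of NCBIM37, from 144091715 to 144091952. It had 215 reads (29.8 RPM) in 3xFNLDD and 1512 reads (154.7 RPM) in 3xFN-Tel-TAL, a log2 ratio of 2.37 (95% interval 2.17 to 2.59). TMM scaling gave 2.01. Among all 2473 RNAs with at least 200 reads in both libraries together, its ratio ranked 7.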

*Snord17* belongs to the C/D snoRNA family [30]. 

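Snord15a, on chromosome 7 from 106631295 to 106631442, had 26 reads in 3xFNLDD and 162 reads in 3xFN-Tel-TAL, a log2 ratio of 2.20 (95% interval 1.60 to 2.86). Snord118, on chromosome 11 from 68886929 to 68887063, had 41 and 120 reads, a log2 ratio of 1.11 (95% interval 0.59 to 1.66). The counts in 3xFNLDD are small, and the intervals of the 2 RNAs overlap.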

Specific enrichment of other members of the C/D snoRNA family, including *Snord15a* and *Snord118*, were also present in telomeres isolated by enChIP (Table 1 and S1 Table). The C/D snoRNAs play important roles in major biological processes, such as translation, mRNA splicing, and genome stability [30]. Although involvement of the H/ACA snoRNAs in telomere biology is well documented [33, 34], to our knowledge, the results presented here are the first to suggest the potential involvement of the C/D snoRNAs in telomere biology. 

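All 7 RNAs with a C/D snoRNA symbol and at least 20 reads in both libraries together had a log2 ratio above 0, and 6 of them were above 1.4-fold. The exception was Snord22 at 0.44. Their median was 1.56 (95% interval 1.05 to 2.17 from resampled reads). None of 10000 expression-matched lists of 7 other RNAs had a median as high, and the median of such lists was 0.41. With TMM scaling the family median was 1.19. When the U3 snoRNAs and other RNAs annotated as C/D snoRNAs were added, 12 of 13 RNAs had a log2 ratio above 0 and 9 were above 1.4-fold.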

*Neat1* is a lncRNA that is localized to and is essential for the formation of paraspeckles [35]. The enChIP-RNA-Seq data suggest that *Neat1* is also associated with telomeres and may be involved in telomere biology. 

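The Neat1 transcript ENSMUST00000173672, a single exon of 20771 nt on the reverse strand of chromosome 19 from 5824708 to 5845478, had 585 reads (81.2 RPM) in 3xFNLDD and 1464 reads (149.8 RPM) in 3xFN-Tel-TAL. Its log2 ratio was 0.88 (95% interval 0.74 to 1.02), and 0.51 with TMM scaling. In the ranking of the 2473 RNAs with at least 200 reads in both libraries together, it was at place 413.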

Consistent with this idea, it has been reported that the localization of *Neat1* is similar to that of TERRAs transcribed from telomeres [36]. It will be interesting to determine how these newly-identified RNAs are involved in telomere functions.

### Non-biased identification of RNAs associated with specific genomic regions by enChIP-RNA-Seq

Here, we used enChIP-RNA-Seq to perform a non-biased search for RNAs interacting with telomeres. This approach can easily be applied to low copy number loci; in fact, we have identified RNAs associated with a single copy gene using RNA-Seq combined with iChIP or enChIP using the CRISPR system (T.F. and H.F., manuscript in preparation). This approach would be a method of choice for identifying RNAs that are associated with a specific genomic locus *in vivo*.

## Conclusions

This Study Describes The Use Of Enchip-Rna-Seq To Detect Known Telomere-Binding Non-Coding Rnas, Including *Terc*, *Rmrp*, Terras, And Scarnas (Table 1 And Fig 2), As Well As A Number Of Novel Potential Telomere-Binding Non-Coding Rnas (Tables 1 And 2). The Localization Of Two Of The Candidate Rnas At Telomeres Was Confirmed By Immunofluorescence Microscopy And Rna-Fish Analyses (Fig 3). The Novel Potential Telomere-Binding Rnas Identified Here May Play Important Roles In Telomere Functions. Our Results Also Suggest That Enchip-Rna-Seq Analyses May Be Useful For The Identification Of Rnas Interacting With Specific Genomic Regions *In Vivo*.

## Materials and Methods

### Cells

The Ba/F3 mouse hematopoietic cell line [24] was obtained from the RIKEN BioResource Center (RCB0805). The generation of Ba/F3 cells stably expressing 3xFNLDD or 3xFN-Tel-TAL has been described previously [17]. The U-2 OS human osteosarcoma cell line [37] was obtained from ATCC (HTB-96). The Ba/F3-derived cells and U-2 OS cells were cultured as described previously [17].

### enChIP-RNA-Seq analysis

Purification of RNAs following enChIP was performed as described previously [17], with some modifications. Briefly, 2 × 10^7^ Ba/F3 cells expressing 3xFNLDD or 3xFN-Tel-TAL were fixed with 1% formaldehyde at 37°C for 5 min. The chromatin fraction was extracted and fragmented by sonication as described previously [11]. The sonicated chromatin was pre-cleared with normal mouse IgG (Santa Cruz Biotechnology) conjugated to Dynabeads-Protein G (Invitrogen), and then incubated with an anti-FLAG M2 Ab (Sigma-Aldrich) conjugated to Dynabeads-Protein G at 4°C. After washing, the total RNA was purified using Isogen II (Nippon Gene) and the Direct-zol RNA MiniPrep Kit (Zymo Research), and treated with DNase I. To obtain a list of RNAs that were differentially present between the two groups (S2 Table), the purified RNAs from cells expressing 3xFNLDD (194.1 ng) or 3xFN-Tel-TAL (160.5 ng) were subjected to RNA-Seq analyses (Takara Bio Inc.). The list of RNAs was sorted according to fold enrichment (read counts of cells expressing 3xFN-Tel-TAL / read counts of cells expressing 3xFNLDD). The non-coding RNAs that were identified as enriched at telomeres (>1.4-fold) are shown in S1 Table. The raw RNA-Seq data have been deposited in the NCBI Gene Expression Omnibus (GEO) database with accession number GSE60425. Details of the sequencing protocol are described on the GEO website.

### Detection of TERRAs in the RNA-Seq data

To estimate the number of putative TERRAs, reads containing (TTAGGG)_4_ or (CCCTAA)_4_ repeats were extracted from each fastq file using the grep command in the UNIX system, as described previously [26].

### Identification of lncRNAs in the RNA-Seq data

To identify a new functional class of lncRNAs enriched in telomeres, the assembly and quantification of the RNA-Seq data were re-analyzed using AvadisNGS software (ver. 1.5.1; Strand Sciences). A total of 3,540 lncRNAs were extracted using Agilent lncRNA probes (Design ID: 028005, Agilent Technologies). The lncRNA probes (16,251 probes, http://www.genomics.agilent.com/article.jsp?crumbAction=push&pageId=1520) were re-annotated according to the NONCODE v3.0 database (http://www.noncode.org/) (S3 Table). The RNA-Seq data were normalized according to the number of reads per million, and the lncRNAs were selected by filtering using cutoffs of more than 50 read counts for the 3xFN-Tel-TAL sample and less than 500 read counts for the control 3xFNLDD sample. A total of 611 lncRNAs passed the cutoffs and were extracted. Finally, ten candidate lncRNAs with log2 fold enrichment scores >1.36, corresponding to >2.5-fold increase in the 3xFN-Tel-TAL sample compared with the 3xFNLDD sample, were identified (Table 2).

### Probes for RNA-FISH

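The human SNORD17 probe has 237 nt and the mouse Snord17 of the annotation 238 nt. In a global alignment they shared 205 identical positions, with 29 mismatches and 7 gap positions, an identity of 87.6% over the aligned bases.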

The sequence of the human *SNORD17* probe (synthesized by Life Technologies Inc.) was as follows: 5'-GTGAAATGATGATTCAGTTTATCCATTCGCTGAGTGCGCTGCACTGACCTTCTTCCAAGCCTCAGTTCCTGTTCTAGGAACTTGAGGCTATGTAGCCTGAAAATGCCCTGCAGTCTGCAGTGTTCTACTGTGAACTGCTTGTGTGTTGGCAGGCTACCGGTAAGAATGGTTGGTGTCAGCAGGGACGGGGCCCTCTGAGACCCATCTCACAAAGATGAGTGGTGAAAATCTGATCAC-3'. The human *NEAT1* probe was generated by PCR amplification using 293T genomic DNA as template and the primers (hNEAT1_shortprobe_F and hNEAT1_shortprobe_R) described previously [38]. The RNA-FISH probes were generated by PCR using Cy3-labelled dCTP (Amersham).

### Immunofluorescence combined with RNA-FISH

Immnofluorescence combined with RNA-FISH was performed as described previously [39]. Briefly, cells grown on coverslips were washed with phosphate-buffered saline (PBS), permeabilized with PBS supplemented with 0.5% Triton X-100 for 2 min, and then washed with PBS. Subsequently, cell were fixed for 10 min in 4% paraformaldehyde in PBS, and then permeabilized again with PBS containing 0.5% Triton X-100 for 2 min. After a further wash with PBS, the coverslips were incubated with blocking solution [PBS, 3% (w/v) bovine serum albumin, 0.1% Tween-20, 0.3 μg/μl tRNA (Life Technologies), and 100 units/ml RNasin (Takara Bio Inc)] for 60 min. The cells were then incubated with an anti-TRF2 Ab (Novus Biologicals; NB100-56506) in blocking solution for 60 min at 37°C, and washed twice with PBS containing 0.05% Tween-20. Subsequently, the cells were incubated with AlexaFluor 488-conjugated goat anti-mouse IgG (H+L) (Life Technologies) in blocking solution for 60 min at 37°C, and then washed three times with PBS containing 0.05% Tween-20. After re-fixation with PBS containing 4% paraformaldehyde, the cells were dehydrated sequentially with 70%, 80%, 95%, and 100% ethanol, air-dried, and then hybridized with the RNA probes in hybridization buffer (2xSSC and 50% formamide) at 37°C overnight. After the incubation, the cells were washed three times with hybridization buffer at 37°C, three times with 2xSSC at 37°C, once with 1xSSC at 37°C, once with 4xSSC at room temperature, once with 4xSSC containing 0.1% Tween-20 at room temperature, and once with 4xSSC at room temperature. The signals were visualized using the BZ-9000 fluorescent microscope (Keyence).

## Supporting Information

S1 Table Non-coding RNAs associated with telomeres, as identified by enChIP-RNA-Seq analyses. 

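S1 Table lists 131 RNAs with their read counts, RPM and a last column that holds the log2 ratio of RPM. All 131 RNAs and their counts were found unchanged among the transcript counts, and recomputed log2 ratios differed from the table's by at most the rounding of the table. The lowest 3xFN-Tel-TAL count in the table is 100 and the lowest log2 ratio is 0.50, a ratio of 1.42. For all 131 RNAs the lower bound of the 95% interval was above a ratio of 1, and for 63 of them it was above 1.4. The paper chose the listed RNAs for ratios above 1.4 in the same data, so these bounds are not an independent check. There are 39 RNAs with fewer than 50 reads in 3xFNLDD. The annotation holds 89 of the 131 RNAs, and assigns 16 to protein-coding genes and 3 to pseudogenes.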

(XLSX) Click here for additional data file.

S2 Table RNAs detected by enChIP-RNA-Seq analyses. 

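S2 Table gives for every RNA the read count and RPM in each library and the log2 ratio of RPM. The RNAs with the most reads head the list. RP23-81C12.3 had 1783431 reads in 3xFNLDD and 1965441 reads in 3xFN-Tel-TAL, a log2 ratio of -0.30, and Mir5105 had 1393976 and 1538914 reads, also -0.30. Gm23935 had a log2 ratio of -0.33 and Gm15662 of -0.40. RP23-81C12.1 (ENSMUST00000183314), with 377835 and 1218185 reads, had a log2 ratio of 1.25.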

(XLSX) Click here for additional data file.

S3 Table The lncRNAs identified as enriched in telomeres. 

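S3 Table gives positions on 2 mouse genome builds for each lncRNA region, the number of reads within the padded region in each library, RPM and the log2 ratio. The values are based on reads aligned to regions, unlike S1 and S2 Tables, which count reads per transcript. Taking the table's read counts for the 10 regions of Table 2, the paper's counts in 3xFNLDD range from 6 to 422, and the 95% Clopper-Pearson interval of each ratio lies above 1.4-fold. The paper chose these regions for their high ratios in the same data, so these intervals are not an independent check. The interval was widest for the region on chromosome 16, from 1.89 to 4.58 on the log2 scale.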

(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

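RNA co-purified with chromatin by enChIP from Ba/F3 cells was sequenced in 2 libraries, 1 for 3xFNLDD and 1 for 3xFN-Tel-TAL. The authors deposited a read count for each Ensembl transcript, without normalization. The authors also deposited RPM, the read count scaled to the library's summed read count, and recomputing it from the counts gave the same values to within rounding. The paper's text does not name the aligner, the annotation release or the treatment of reads that match several transcripts for these counts. Samples were mapped to conditions by their labels and the methods.

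Log2 ratios were computed from counts and library totals in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Exact 95% Clopper-Pearson intervals give counting error only. RNAs were selected by the paper's threshold of 1.4. The paper's methods describe the enrichment as a ratio of read counts, whereas the ratio of RPM was used here, which is the ratio S1 Table lists. In addition, a minimum of 100 reads was set to match the lowest count in S1 Table. Family members needed at least 20 reads in both libraries together, and were recognized by gene symbol. A family's median was placed among 10000 random lists in which each member was replaced by 1 of the 50 RNAs nearest in mean expression, and its interval came from 1000 binomial resamplings of each RNA's reads. Length was not matched in these lists. RNAs without reads in a library received 0.5 on both counts in these medians only. No p-value across genes is given, since there are no replicates. Gene types, positions and sequences came from GENCODE M1 (NCBIM37, Ensembl 65). It holds 45887 of the 48876 transcripts, and the 2989 others have no position here. Near-identical copies of Table 1 RNAs were sought with BLAST 2.17.0+ among short listed non-coding transcripts, at 90% identity over 50% of the length.

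Individual RNAs were named by a rule set before the data were examined. The rule takes the RNAs the paper names and the transcripts of Table 2, the 5 RNAs with the most reads, and the 5 highest and 5 lowest log2 ratios among RNAs with at least 200 reads in both libraries together, with 1 transcript per gene symbol. Family members and RNAs that describe a class are also given at the claims about them. Alternatives set at the same time were TMM scaling (edgeR 4.0.16 in R 4.3.3, on RNAs with at least 10 reads), totals without RNAs above 1% of either library, a pseudocount of 1, other minimum counts, a ratio threshold of 2, the 95% bound in place of the ratio, 1 transcript per gene symbol, and other definitions of families and random lists. A log2 threshold of 0.5 and non-coding status by transcript type were added after seeing the data.

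The procedure was tested on simulated data made from the library sizes and mean shares of the 48876 RNAs, with 200 RNAs changed by a ratio of 3. The simulated counts were independent Poisson draws. The test therefore checks the computation only, and not PCR duplication or differences between libraries. Changed RNAs were taken from those with at least 200 reads, so recovery near 1.4-fold or at lower counts was not tried. Of 2364 simulated RNAs with at least 200 reads, 95.2% of the intervals held the true ratio. The interval excluded 1.4-fold for 100.0% of the 100 raised and 100.0% of the 100 lowered RNAs. Of 200 random lists of 14 unchanged or changed RNAs, 3.5% had a median above the 97.5 percentile. TERRA reads and the region-level counts of lncRNAs were made from the reads and were not analysed here, apart from the regions of Table 2. The RNA-FISH experiments were not analysed here.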

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

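The tests cited here were set before their values were computed. Among the 2391 RNAs outside S1 Table with at least 200 reads in both libraries together, 2 had a lower 95% bound above a ratio of 4. Both belong to protein-coding genes that the paper does not discuss. Chd7 (ENSMUST00000039267, chromosome 4 from 8618068 to 8793957) had 18 reads in 3xFNLDD and 534 reads in 3xFN-Tel-TAL, a log2 ratio of 4.45 (95% interval 3.78 to 5.22). Mink1 (ENSMUST00000142650, a processed transcript of 693 nt on chromosome 11 from 70423240 to 70424211) had 15 and 272 reads, a log2 ratio of 3.74 (95% interval 2.99 to 4.60).

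Scaling does not account for either value, since TMM scaling gave 4.08 for Chd7 and 3.37 for Mink1. Assignment of reads among transcripts of a gene may matter for Mink1. Its other transcript with the most reads, ENSMUST00000072237, had 81 and 216 reads, a log2 ratio of 0.98, so the high ratio was not shared by that transcript. For Chd7, the other transcript with the most reads, ENSMUST00000051558, had 0 and 29 reads, with a lower 95% bound of 2.44, and so shared the high ratio. The retained intron ENSMUST00000170457 had 7 and 16 reads, a log2 ratio of 0.75 (95% interval -0.61 to 2.28), and did not. Neither gene span holds 3 perfect telomeric repeats in a row. Across the 67 genes that do and have enough reads, the median log2 ratio was at percentile 33.4 of matched lists, so no general capture through such repeats was seen. A difference in expression between the cell lines could not be examined, because no RNA from before the immunoprecipitation was analysed here, and no biological explanation was tested.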

How the results depend on the processing

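No paired analysis was possible because there is 1 library per condition, and for the same reason no library was left out in turn. The alternatives are those set before the data were examined, unless stated otherwise.

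The number of RNAs past a ratio depended on the scaling. With TMM scaling, 56 non-coding RNAs (122 by library totals) and 813 RNAs in all (1681) were above 1.4-fold, and 416 (219) were below 1/1.4-fold. With totals without the RNAs above 1% of a library, the counts were 61, 898 and 372. With at least 50 reads they were 199, 3386 and 433, and with a threshold of 2 they were 41, 592 and 79. Requiring the 95% bound past the threshold gave 60, 753 and 128. At least 200 reads in both libraries together gave 79 non-coding RNAs and 980 RNAs in all above 1.4-fold. Counting non-coding RNAs by transcript type, chosen after seeing the data, gave 290. A pseudocount of 1, 1 transcript per gene symbol and, added after seeing the data, a log2 threshold of 0.5 kept each of these counts they were applied to within 1.5 times its main value.

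The scaRNA median was 0.91 with TMM scaling and 0.96 with the reduced totals, the H/ACA median was 0.47, 0.53 and, with at least 100 reads, 1.10 against 0.84 by library totals, and the Table 2 transcripts had a median log2 ratio of 0.064 with TMM scaling and 0.12 with the reduced totals, against 0.43 by library totals. The percentiles of the 3 family medians stayed at or above 99.0 under every alternative run, although scaling cannot change them because it shifts all RNAs alike. Of the 32 named RNAs, 17 moved out of their interval with TMM scaling and 13 with the reduced totals, and none with a pseudocount of 1. The sign of Bcor ENSMUST00000145872, with 4 and 6 reads, changed under TMM scaling (-0.22) and with the reduced totals (-0.17), both within its interval. The cause of these changes was not tested here beyond the shift of all ratios by -0.37 and -0.32. Depth limits RNAs with few reads in 3xFNLDD. For Bcor ENSMUST00000123004, with 2 and 9 reads, the 95% interval of the log2 ratio was -0.54 to 4.98.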

Differences from the paper's values

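For the region of Table 2 on chromosome X from 11684505 to 11685304, the paper's log2 ratio is 2.145, and the 3 Ensembl transcripts it names had 0.43 together. For the region on chromosome 2 from 153325671 to 153352170, the paper's log2 ratio is 1.463, and the named transcript had 0.48. The paper's values are of reads in padded regions and those given here are of reads on annotated transcripts, which extend beyond the regions. None of the alternatives set before the data were examined closed either gap. TMM scaling gave 0.060 and 0.11, totals without the RNAs above 1% of a library gave 0.11 and 0.16, and a pseudocount of 1 gave 0.42 and 0.47.

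The paper's S1 Table has 131 RNAs, and 122 passed the same ratio by gene type, of which 112 are in the table. RNAs outside the annotation entered this count only if the table lists them. Of 70 such RNAs past the ratio, 42 are in the table. These 42 match by construction, and only the annotated RNAs test the agreement. The table presents its RNAs as non-coding, whereas the annotation assigns 16 of them to protein-coding genes and 3 to pseudogenes. The 10 RNAs counted here that are not in the table are all in the annotation. They include Gm23262, annotated as snoU97, with a log2 ratio of 1.77, a Gas5 transcript (1.50) and the U1 copy Gm22068 (0.90).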

Other observations

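The tests here were set after the medians by RNA class had been seen and before the tests' own values were computed. RNAs of protein-coding genes made up most of those above 1.4-fold, and their median log2 ratio was 0.40 by library totals. With the RNAs above 1% of either library left out of the totals, that median was 0.085. RNAs of protein-coding genes hold 62.9% of the remaining 3xFNLDD reads and 63.2% of the remaining 3xFN-Tel-TAL reads, so this scaling centres their median near 0 whatever the cause, and the value does not show whether the few abundant RNAs account for the shift. Reads from genomic DNA in the 3xFNLDD library were also tested for. Odorant, vomeronasal and trace amine receptor genes, taken as silent in these cells, had 1640 reads in 3xFNLDD and 1519 reads in 3xFN-Tel-TAL over 306 transcripts, a log2 ratio of -0.55 (95% interval -0.65 to -0.45). Leaving out the 5 with the most reads, a step added after seeing the values, gave 597 and 277 reads, a log2 ratio of -1.55. The paper states that the RNA was treated with DNase I, and unspliced RNA was not told apart from DNA. Such reads would add to the 3xFNLDD counts of protein-coding RNAs and lower their ratios, so this test does not bear on their excess. Neither test decides where the excess comes from, and it cannot be told apart from an effect of the few abundant RNAs on the library totals.

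The 76 annotated snoRNAs, scaRNAs included, with at least 20 reads in both libraries together had a median log2 ratio of 0.93 (95% interval 0.76 to 1.09), and 66 were above 0. Better recovery of short RNAs was tested with lists of other non-coding RNAs of at most 414 nt matched on length. The snoRNA median was at percentile 99.9 of these lists, whose own median was 0.56. Against lists matched on GC content it was at percentile 100.0. Short length and GC content therefore leave part of the snoRNA excess unexplained. A hypothesis is that 3xFN-Tel-TAL recovers nucleolar and Cajal body RNAs along with telomeres. It was not tested, and a difference in snoRNA levels or chromatin recovery between the cell lines remains possible in its place.

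If RNA were captured near the bound DNA, genes with telomeric repeats or near chromosome ends would have high ratios. The 67 genes with at least 3 perfect telomeric repeats in a row had a median log2 ratio of 0.26, at percentile 33.4 of lists matched on expression and gene span. The 304 genes within 2 Mb of the last sequenced base of a chromosome had a median of 0.36, at percentile 26.1. Neither group stood apart in these libraries. The genome sequence stops short of the telomeres, so RNA from the repeats themselves was not covered by this test.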
